A study of Schmidtea mediterranea with 58 samples.

How the data were processed

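Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out with an antibody against H3K4me3, the trimethylated form of a lysine on histone H3 that is found mostly around the starts of transcribed genes. The chromatin came from the planarian flatworm *Schmidtea mediterranea*. Per the labels, the material was whole worms or 2 populations of sorted cells, named X1 and Xins. X1 is the usual name of the cells that sorting by DNA content separates as dividing and that irradiation removes, and Xins that of the cells that irradiation spares. Worms were fed double-stranded RNA (RNAi) against *set1* for 6 days or against *mll* for 9 days, and each RNAi group had its own *unc* RNAi control, whose days of feeding the labels do not give. The *set1* and *mll* genes are named after families of enzymes that methylate this lysine. The labels list 58 samples, of which 29 are H3K4me3 libraries and 29 are input libraries (chromatin sequenced without immunoprecipitation).

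The analysis started from 7 tables of the authors' own comparisons, made with diffReps, a program that scans the genome in windows and compares read counts between groups of libraries. Each table compared 2 libraries with 2 others: untreated X1 with untreated Xins, and *set1* or *mll* RNAi with its control in whole worms, X1 and Xins. The tables held values of 28 libraries in 14 groups. The version of diffReps, its test, its thresholds, the aligner and the genome build were not given in the sources used here, and positions are those of scaffolds whose names begin with v31. The protocol in the labels also mentions cross-linked *Drosophila* cells, and whether these served to scale the libraries was not given in the sources used here either. A line of a table is a region paired with a neighbouring gene, so that a region can occupy several lines; each region was counted once. The tables give gene identifiers and do not pair them with gene names.

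For each region the authors deposited a normalized read count of each library (a signal scaled between libraries), the mean of the 2 libraries of each group, the enrichment over input as a ratio, the log2 fold change, and a p-value with its adjusted value. The fold change of the X1 and Xins table was read as X1 over Xins from the order in which the table is named, since its header says only treatment and control. That table stopped inside its last row, on scaffold number 1565 of its second run of scaffolds (the whole-worm tables held 35 and 43 runs), and the other tables had 31.1% to 48.5% of their regions on scaffolds up to that number, so statements that use the X1 and Xins table hold only for the part that was read. Some region numbers were absent from every table, and regions that are not listed were not analysed here.

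The design fixed before the data were examined assumed that the replicates were merged. The tables turned out to hold both libraries, so the spread between libraries was also used. For each comparison, log2(normalized count + 1) of the 2 against 2 libraries was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes variances (with a trend on the mean in every table but that of *mll* in Xins) and Benjamini-Hochberg adjustment over the listed regions of a table at 0.05. The listed regions had been chosen by the authors on the same libraries, so a limma call is not independent evidence, and the fit asks only whether a listed difference exceeded the spread between libraries. Data were also simulated with the levels of each table and 1 spread for all its regions. Among the 8633 regions of the *set1* whole-worm table, limma recovered 100.0% of 200 changed by 0.3 on the log2 scale, with 4.76% false calls. Among the 554 of the *set1* X1 table it recovered 6.52% of 184 such regions, and 100.0% at a change of 1.

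The depth was read from the normalized counts. The scaffolds of each table came in runs of increasing scaffold number (2 to 43 runs, called blocks here), and within a block the values of a library were whole multiples of 1 step, the worth of 1 read, within a tolerance of 0.0075. Every value was whole in the blocks where a step could be found, which held from 91 of 106 regions in the *set1* Xins table to all 1378 in the X1 and Xins table. In the *mll* Xins table of 12 regions no step could be found, so its depth is unknown. The steps differed between blocks by 0.0549% to 22.9% within a library, so the normalization was not the same for all scaffolds. Because 2 values share a cell of the table and the step changes between blocks, no count model was fitted to the recovered reads. They served to describe depth and, in the closing section, to compute a binomial test that allows for counting error alone (2-sided, the expected share set by the steps).

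Shares are given with exact Clopper-Pearson 95% intervals, which cover the counting of regions only. Median lengths of lowered regions were compared between *set1* and *mll* with a two-sided permutation test of 100000 resamples, in lists of at least 10 regions. Regions of 2 tables were taken as shared when they overlapped by at least 1 base, and 2 by 2 tables were tested with two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment within each family. Regions are not independent replicates, since neighbouring regions and all regions of a table come from the same libraries, and these p-values compare lists of regions, not animals. Each table was normalized separately, so no counts were tested across tables. The untreated whole-worm library and its input were not analysed here, nor were peak lists per library.

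Regions were named by a rule fixed in advance: in each comparison and direction, the 2 regions with the largest absolute log2 fold change in the authors' deposited table among those with a mean normalized count of at least 20 in the higher group (ties went to the smaller adjusted p-value); the 2 regions lowered in both whole-worm tables with the largest smaller change; and, for each RNAi, at most 2 regions lowered in all 3 tissues. The alternatives planned before the data were examined were an adjusted p-value under 1e-05, an absolute log2 fold change of at least 1, the count minimum of 20, an enrichment of at least 2 in the higher group, 1 region per scaffold, overlap of at least 50% of the shorter region, a distance of up to 1000 bases, and leaving out each library. Chosen after the data were seen were the limma calls, a pseudocount of 5, an absolute log2 fold change of at least 0.5, regions whose libraries separated, and 1 factor per library for all scaffolds. Calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures used matplotlib 3.10.9.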

Results

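H3K4me3 was compared in 7 tables of 2 against 2 libraries. Untreated X1 and Xins cells were compared with each other, and the effect of *set1* or *mll* RNAi was measured against *unc* RNAi in whole worms, X1 and Xins, to ask whether the 2 genes maintain the mark at different loci. The 2 knockdowns differed in days of feeding (6 for *set1* and 9 for *mll*) and came from separate libraries. A difference between them is therefore not shown to be due to the gene. The depth differed widely between tables. In the whole-worm tables the median region held between 629 and 1186 reads per library. In the RNAi tables of sorted cells it held between 30.0 and 144.5 reads, and in the untreated comparison it held 46.0 and 152.5 reads in the X1 libraries but only 6.0 and 30.0 reads in the Xins libraries. In the first-listed Xins library 1 read was worth 4.43 to 4.56 normalized units, so small differences in that library were not detectable. The depth of the *mll* Xins table could not be read.

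The comparison of untreated X1 and Xins cells, which asked where the mark differs between dividing and irradiation-resistant cells, listed 1378 regions on 841 scaffolds, in the part of the genome that was read, with X1 over Xins taken from the order of the table's name. H3K4me3 was higher in X1 at 862 regions and higher in Xins at 516 regions. In the authors' deposited table, the median log2 change was 1.36 (quartiles 1.01 and 2.03) among the 850 regions higher in X1 that had a finite value, and -1.42 (quartiles -3.04 and -0.86) among the 509 higher in Xins. A further 19 regions were listed at 0 in both libraries of 1 group. Both libraries of a group lay on the same side of both others at 99.6% of the regions. Unselected regions without a change would give 33.3%, but these regions had been listed for a difference between the same libraries, so the excess is no evidence of a change. Limma called 1217 regions at an adjusted p-value below 0.05. That count rested on the X1 libraries. Without either X1 library most of these calls were lost. The lone X1 library was then assumed to vary like the Xins libraries, so this loss does not show that the differences were absent.

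The 2 regions with the largest rise in X1 both spanned a gene start. The first (scaffold v31.000765, 82701 to 85300, at SMED30002927) had normalized counts of 54.8 and 53.1 in X1 and of 0.0 and 0.86 in Xins (limma adjusted p 0.00333). The second (scaffold v31.000688, 121901 to 124200, at SMED30017530) had 83.5 and 74.1 in X1 and 0.0 and 3.43 in Xins (limma adjusted p 0.00812). Because 1 Xins library was listed at 0.0 in each, the size of the fold depends on the pseudocount and is not given. Of the regions lower in X1 with a mean count of at least 20, 3 were listed at 0.0 in both X1 libraries, so no fold is given and their falls cannot be ranked. The 2 with the smaller adjusted p-values are described. The region from 20201 to 22200 on scaffold v31.000742, 1711 bases from the nearest gene start, had 27.4 and 36.9 in the Xins libraries, and the region from 71201 to 73000 on scaffold v31.001225, at a gene start, had 22.2 and 18.9. In the first-listed Xins library these values stand for few reads.

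After *set1* RNAi, 8633 regions were listed in whole worms, 554 in X1 and 106 in Xins. After *mll* RNAi, the tables listed 5169, 306 and 12 regions. In sorted cells nearly all of them had lost H3K4me3. In X1 553 of 554 *set1* regions (99.8%, 95% interval 99.0 to 100.0) and 283 of 306 *mll* regions (92.5%, 88.9 to 95.2) were lower than in the control, and in Xins all 106 *set1* regions (interval from 96.6) and all 12 *mll* regions (interval from 73.5) were lower. The 1 *set1* region that was higher in X1 had enrichments over input of only 0.89 and 0.82. In whole worms the directions were mixed, with 4170 of 8633 *set1* regions lower (48.3%, 47.2 to 49.4) and 2970 of 5169 *mll* regions lower (57.5%, 56.1 to 58.8). These lists include 1257 *set1* and 1120 *mll* regions with an adjusted p-value of 0.05 or more in the authors' deposited tables. Among regions below 0.05, 3743 *set1* regions were lower and 3633 higher, and 2408 *mll* regions were lower and 1641 higher. The alternatives that moved the whole-worm shares most were minimums on the absolute log2 fold change. A minimum of 0.5 left 23 *set1* regions, all lower, and 220 *mll* regions, of which 99.5% were lower, and a minimum of 1 left 30 *mll* regions, all lower. Leaving out single libraries moved the *set1* whole-worm share to between 49.1% and 51.1%, so it was not settled on which side of an even split it lay.

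**Figure D1:**
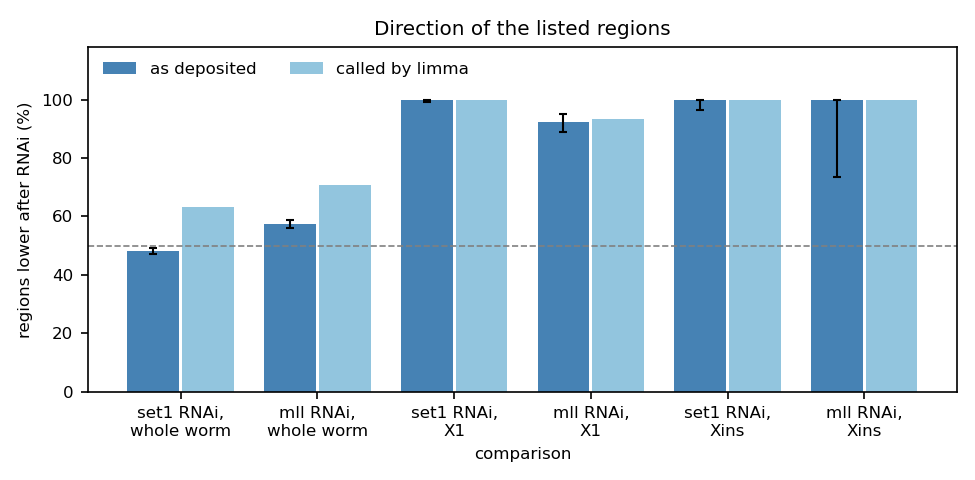
Percentage of listed regions whose H3K4me3 was lower after RNAi than in the *unc* RNAi control, for each of the 6 RNAi comparisons (horizontal axis). Dark bars show the regions as deposited with exact 95% Clopper-Pearson intervals, light bars the regions called by limma, and the dashed line an even split; the bars lie at 92.5% or more in X1 and Xins and at 48.3% to 70.7% in whole worms.

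The size of the change separated the whole-worm tables from the others. In the authors' deposited tables the median log2 change of lowered regions was -0.89 for *set1* and -1.14 for *mll* in X1, and -0.84 and -1.11 in Xins. In whole worms it was -0.11 for *set1* and -0.10 for *mll*, and the median of higher regions was 0.07 in both tables. No whole-worm *set1* region and 30 *mll* regions changed by 1 or more. Among *set1* whole-worm regions, 4486 (52.0%) changed by less than 0.1, and 3655 of them had an adjusted p-value below 0.05 in the authors' deposited table; for *mll* these were 2975 regions (57.6%) and 2166. Across regions, which are not independent replicates, Spearman's rho between the deposited p-value and the absolute log2 change was -0.0934 for *set1* and -0.0275 for *mll* in whole worms, and -0.455 and -0.733 in X1. For example, the region from 1701 to 2700 on scaffold v31.003307, picked after its values were seen, had normalized counts of 470.7 and 502.1 after *set1* RNAi and of 498.0 and 475.8 in the control, and the authors' deposited table gave it a p-value of 8.92e-11.

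**Figure D2:**
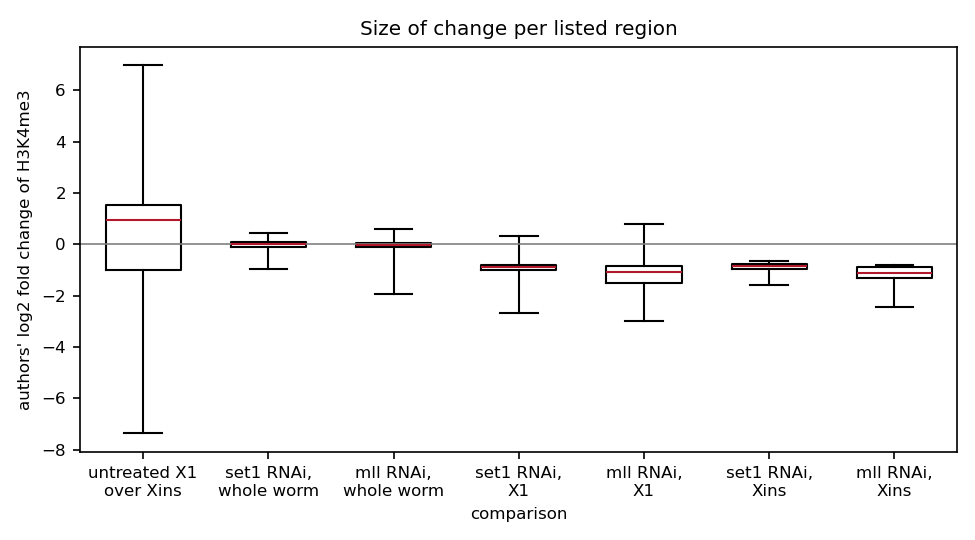
Log2 fold change of H3K4me3 per listed region in the authors' deposited tables (vertical axis) for each of the 7 comparisons. Boxes show the quartiles, red lines the median and whiskers the full range of finite values; the whole-worm boxes lie close to 0 and the boxes of the RNAi tables of sorted cells below it.

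**Figure D3:**
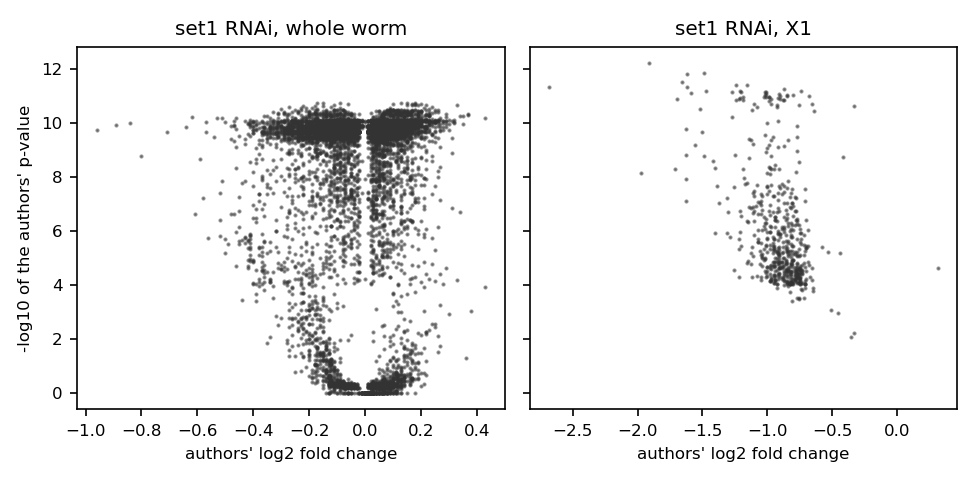
Minus log10 of the authors' p-value (vertical axis) against their log2 fold change (horizontal axis) for each region of the *set1* tables in whole worms (left) and X1 (right), each dot a region. In whole worms 6274 of 8633 regions had a p-value below 1e-08, and they form a band that reaches across a fold change of 0.

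When judged against the spread between libraries, fewer whole-worm regions stood out. Limma called 3530 of 8633 *set1* regions (2230 lower and 1300 higher) and 1925 of 5169 *mll* regions (1361 lower and 564 higher), so that 63.2% and 70.7% of the called regions were lower. Both libraries of a group lay on the same side of both others at 77.7% and 74.2% of the regions, which cannot be set against the 33.3% of unselected unchanged regions because the regions were listed on these libraries. Leaving out the second-listed *set1* control library lowered the *set1* count to 2000, and leaving out either *mll* control library lowered the *mll* count to 1245 or 1256. In X1 limma called all 554 *set1* regions, also without any single library, and 302 of 306 *mll* regions (298 to 304 without single libraries). In Xins it called all 106 *set1* and all 12 *mll* regions. Without either control library of a Xins table most or all of these calls were lost. The lone control was then assumed to vary like the RNAi libraries, so this loss does not show that the differences were absent.

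In whole worms the 2 *set1* regions with the largest fall lay on different scaffolds and carried the same gene identifier, in 1 case with a suffix; whether they share reads was not given in the sources used here. On scaffold v31.005936 (21201 to 23100) the normalized counts were 554.8 and 604.8 after RNAi and 1118 and 1131 in the control (limma log2 change -0.96, SE 0.05, adjusted p 8.44e-85). On scaffold v31.009816 (301 to 2000, at SMED30022325) they were 470.1 and 483.0 against 875.3 and 888.6 (limma log2 change -0.89, SE 0.05, adjusted p 4.07e-63). A region at the same place (1 to 2100) was among the 2 with the largest fall in X1, at 33.1 and 52.3 against 186.2 and 148.4 (limma log2 change -1.97, SE 0.15). The other X1 region was on scaffold v31.016463 (7301 to 9000, 1609 bases from the nearest gene start), at 11.4 and 22.1 against 98.8 and 115.8 (limma log2 change -2.68, SE 0.21). The largest rises in whole worms were on scaffolds v31.003955 (19301 to 20300) and v31.007086 (1 to 1400), with limma log2 changes of 0.43 (SE 0.06) and 0.44 (SE 0.06). The only rise in X1 was on scaffold v31.007354 (22801 to 25200), at 1020 and 1052 against 801.2 and 873.2 (limma log2 change 0.31, SE 0.07). In Xins the largest falls were on scaffold v31.002905 (44601 to 45700), at 24.2 and 17.6 against 69.4 and 56.2, and on scaffold v31.001482 (44601 to 45700), at 32.4 and 22.0 against 60.9 and 80.3.

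After *mll* RNAi the largest falls in whole worms were on scaffold v31.021203 (501 to 1700), at 87.8 and 88.8 against 342.7 and 332.2 (limma log2 change -1.92, SE 0.11, adjusted p 2.56e-67), and on scaffold v31.001173 (11301 to 12900), at 200.4 and 238.0 against 653.0 and 665.9 (limma log2 change -1.59, SE 0.07). Both spanned a gene start. The largest rises were on scaffolds v31.042760 (301 to 1400) and v31.004004 (26601 to 27600), with limma log2 changes of 0.58 (SE 0.08) and 0.43 (SE 0.07). In X1 the largest falls were on scaffold v31.015823 (8501 to 10000), at 7.12 and 7.68 against 67.9 and 48.3, and on scaffold v31.006200 (16401 to 17900), at 9.23 and 16.6 against 90.9 and 86.1. The largest rises were on scaffolds v31.003234 (35401 to 36400) and v31.000959 (45801 to 46800), with limma log2 changes of 0.78 (SE 0.13) and 0.45 (SE 0.09). In Xins the largest falls were on scaffold v31.000039 (32201 to 33200), at 7.02 and 15.0 against 60.2 and 60.1, and on scaffold v31.010906 (14001 to 15400), at 19.3 and 13.0 against 47.8 and 60.3.

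A loss in all 3 tissues was seen at 32 sets of overlapping regions for *set1* and at 2 for *mll*. For *set1* the 2 with the largest smallest change lay on scaffold v31.002905, at SMED30005554, where the limma log2 change was -0.80 in whole worms, -1.14 in X1 and -1.55 in Xins, and on scaffold v31.002441 (49001 to 50700 in whole worms), where it was -0.71, -0.79 and -1.27. For *mll* they lay on scaffold v31.001837 (34801 to 36700 in whole worms), with -1.18, -2.53 and -1.18, and on scaffold v31.001731 (29901 to 31800 in whole worms), with -0.64, -1.36 and -1.02; the second was 16172 bases from the nearest gene start.

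To ask whether the 2 knockdowns affected the same loci, the lowered whole-worm lists were overlapped. Of the 4170 *set1* regions 1898 (45.5%, 44.0 to 47.0) overlapped a lowered *mll* region, and of the 2970 *mll* regions 1876 (63.2%, 61.4 to 64.9) overlapped a lowered *set1* region. Among the regions called by limma these shares were 15.2% and 24.8%, and among regions that changed by at least 0.5 no overlap was found (0 of 23, exact upper limit 14.8%, and 0 of 219, upper limit 1.67%). The 2 regions lowered in both tables with the largest smaller change were on scaffold v31.009278 (9001 to 10100 in the *set1* table), with limma log2 changes of -0.36 for *set1* and -0.74 for *mll*, and on scaffold v31.002285 (38601 to 39600 in the *set1* table), with -0.42 and -0.35.

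Against the background of the 1378 regions of the X1 and Xins table, 282 overlapped both lowered lists, 359 only the *set1* list, 105 only the *mll* list and 632 neither, an odds ratio of 4.73 (Fisher's exact test, two-sided, p = 4.21e-35). Lists of opposite direction met as well. Regions lowered by *set1* met regions higher after *mll* RNAi with an odds ratio of 8.78 (Fisher's exact test, p = 5.99e-58), and regions higher after *set1* RNAi met regions lowered by *mll* with an odds ratio of 4.37. With limma calls the odds ratio of the 2 lowered lists was 1.15 (Fisher's exact test, p = 0.43) and that of *set1* lower with *mll* higher 4.10 (p = 2.58e-12). For *set1* higher with *mll* lower it was 2.84 (Fisher's exact test, p = 2.87e-06), and for both higher 1.08 (Fisher's exact test, p = 0.752). The directions themselves were set against each other over 7265 pairs of overlapping whole-worm regions, of which 48.2% had the same direction (odds ratio 0.87, Fisher's exact test, adjusted p = 0.00448). Over the 1051 pairs in which limma called both regions the share was 41.6% and the odds ratio 0.35 (adjusted p = 8.21e-14).

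Directions were also compared between tissues of the same knockdown. Over 192 overlapping pairs of *mll* regions in whole worms and X1, 88.0% had the same direction (odds ratio 18.8, Fisher's exact test, adjusted p = 6.03e-09). For *set1* 469 of 703 pairs (66.7%) were lower in both, and as only 1 pair was higher in X1 the test had no power (adjusted p = 1.0). Of 166 overlapping pairs of *set1* regions in whole worms and Xins 92 (55.4%) were lower in both (74 of 96, or 77.1%, with limma calls), and of 12 such *mll* pairs all were. Whether *set1* and *mll* differed in this was not tested. With overlap of at least 50% of the shorter region, 454 of 504 pairs of *set1* regions in whole worms and X1 (90.1%) were lower in both, and with limma calls 88.6% of 466 were. In X1 and Xins all 32 overlapping pairs of *set1* regions and both pairs of *mll* regions were lower in both. In X1 only 10 pairs of regions were shared by the *set1* and *mll* tables.

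The cell compartment of the lost regions was read from the untreated comparison, under the reading that X1 comes first in it. Lowered *set1* regions of whole worms overlapped 56.4% of the regions higher in X1 and 30.0% of those higher in Xins (odds ratio 3.01, Fisher's exact test, adjusted p = 3.85e-21). Read the other way, the 56.4% and every share given first below would belong to regions higher in Xins, and the directions would turn. For lowered *set1* regions of X1 the shares were 15.9% and 1.36% (odds ratio 13.7, Fisher's exact test, adjusted p = 3.85e-21). A loss in X1 can be listed only where X1 carries signal, and regions higher in Xins carry less in X1 than in Xins. How far this raised the odds ratio was not tested, and the same limit holds for *mll* in X1 below. For *set1* in Xins the shares were 1.62% and 0.388% (odds ratio 4.24, Fisher's exact test, adjusted p = 0.0591). For *mll* the shares were 31.4% and 22.5% in whole worms (odds ratio 1.58, adjusted p = 0.000653), which was lost with limma calls (odds ratio 1.17, adjusted p = 0.506) and reversed with overlap of at least 50% of the shorter region (odds ratio 0.91, adjusted p = 0.627), 3.36% and 2.52% in X1 (odds ratio 1.35, adjusted p = 0.506), and 1 region each in Xins. The difference between the knockdowns was also tested itself. Days of feeding (6 for *set1* and 9 for *mll*) and libraries differed along with the gene, so that test cannot separate them. Among regions that overlapped only 1 of the 2 lowered whole-worm lists, 76.0% of the 359 *set1* regions and 55.2% of the 105 *mll* regions were higher in X1 (odds ratio 2.57, Fisher's exact test, two-sided, p = 7.26e-05). Read the other way, these would be the shares higher in Xins. Counting regions within 1000 bases as shared lowered the odds ratio to 1.61 (Fisher's exact test, p = 0.0507). Overlap of at least 50% of the shorter region raised it to 9.16 (85.2% against 38.5%, Fisher's exact test, p = 6.55e-21), and limma calls gave 3.03 (Fisher's exact test, p = 4.84e-06).

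To ask whether the knockdowns affected stretches of different width, the lengths of lowered regions were compared. In whole worms their median length was 1200 bases (quartiles 1000 and 1500) against 1400 for *mll* (quartiles 1025 and 1600), a difference of -200 bases (permutation test, p = 1e-05, the smallest it can give, adjusted p = 3e-05). In X1 the medians were also 1200 and 1400 bases (permutation test, adjusted p = 0.00395), and in Xins 1100 and 1200 bases (permutation test, adjusted p = 0.445). The whole-worm difference was -100 bases and no longer past the threshold with 1 region per scaffold (permutation test, adjusted p = 0.432), and in X1 it reversed to 100 bases at an adjusted p-value under 1e-05 (permutation test, adjusted p = 0.368).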

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

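The comparisons of the share lowered with limma calls and at matched size of change, and the weighing of ChIP efficiency, were chosen after the shares had been seen. The share of listed regions that were lower after RNAi differed between tissues. For *set1* it was 51.5 percentage points higher in X1 and 51.7 points higher in Xins than in whole worms (Fisher's exact tests, adjusted p = 1.1e-164 and 8.47e-34). For *mll* it was 35.0 points higher in X1 and 42.5 points higher in Xins (adjusted p = 1.23e-40 and 0.00189). These tests compare lists with different detection limits, from 2 against 2 libraries and normalized separately. They do not compare the response of the tissues.

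A candidate explanation is that the tables of sorted cells list large changes almost alone, while the whole-worm tables list small ones as well. Of the *set1* X1 regions 547 of 554 changed by at least 0.5 on the log2 scale, and so did all 106 in Xins, against 23 of 8633 in whole worms. Among regions of that size 100.0% of the *set1* and 99.5% of the *mll* whole-worm regions were lower, against 100.0% and 99.6% in X1. This does not decide the matter, because in the authors' deposited tables no *set1* whole-worm rise was larger than 0.43 and only 1 *mll* rise reached 0.5, so that this minimum leaves falls almost alone and no test of the difference could be made. The explanation stays open.

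For *set1*, whole-worm regions listed without a change beyond the spread between libraries explain only part of the difference, as 63.2% of those that limma called were lower, still far below the share in X1 (adjusted p = 2.07e-98). The same holds for *mll*, with 70.7% (adjusted p = 1.11e-18). With 1 factor per library in place of factors for blocks of scaffolds 48.1% of the *set1* whole-worm regions were lower. That setting hardly moved the share and kept the centring between the groups, so normalization stays open as a cause, the more so as 52.0% of these regions changed by less than 0.1. A lower ChIP efficiency in the *set1* RNAi X1 libraries could also lower nearly every region. Only 0.18% of the listed *set1* X1 regions were higher, which lower efficiency would also give. The whole-worm libraries are separate, and efficiency in the X1 libraries would not change directions there. Of 703 overlapping *set1* pairs in whole worms and X1, 66.7% were lower in both, against 48.3% of all *set1* whole-worm regions. With limma calls it was 88.6% of 466 pairs, against 63.2%. For the overlapping regions these values argue against lower efficiency as the whole cause. For other regions it stays open, because unlisted regions were not analysed here. The design also leaves a biological difference between tissues in small changes untested, since the tables of sorted cells hold few of them.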

How the results depend on the processing

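The limma calls, the minimum absolute log2 fold change of 0.5, the pseudocount of 5, the rule on separated libraries and the leave-one-out values of named regions were chosen after seeing the data. No paired analysis was possible because the tables do not say which library of a group a value belongs to. Of 275 alternatives for 41 results, 198 kept direction and call or stayed within the spread, 61 moved, 8 lost the threshold and 8 reversed. The 198 include alternatives that could not change a result, so their number does not measure stability. The count minimum kept every listed region of the RNAi tables. The enrichment minimum kept all 8633 *set1* and 5164 of 5169 *mll* whole-worm regions. In Xins every listed region was lower after RNAi, so no selection among them could move the share from 100.0%. Of 152 leave-one-out values of 38 named regions, 134 stayed within the spread, 18 moved and 0 changed sign. Where no reason is given, the cause was not tested.

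Counts of regions fell under stricter rules by construction. An adjusted p-value under 1e-05 left 232 regions in X1 against Xins, 169 and 154 for *set1* and *mll* in X1, and 3 and 3 in Xins. An absolute log2 fold change of at least 1 left 30 *mll* whole-worm regions, 143 and 179 in X1, and 21 and 7 in Xins; at least 0.5 left 23 and 220 in whole worms. With 1 region per scaffold 841 remained in X1 against Xins, and 4036 and 3338 in whole worms. Limma called 3530 and 1925 whole-worm regions (3530 and 1926 with a pseudocount of 5). Without single libraries limma called 14 to 1341 regions in X1 against Xins, 2000 to 2533 and 1245 to 1708 in whole worms, and 0 to 106 and 0 to 12 in Xins. The count of 0 for *set1* in Xins, without the second-listed control, stood beside 68 regions with an unadjusted limma p below 0.05, and 37 were called without the first. Both counts of 0 for *mll* in Xins stood beside 8 and 9. In these fits the lone library was assumed to vary like the other group.

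The share of *set1* whole-worm regions that were lower crossed an even split with a minimum of 0.5 (100.0%), with separated libraries (53.0%), with limma (63.2%) and without either *set1* library or the first-listed control (50.1%, 50.2% and 51.1%). Without the second-listed control it did not, so that single libraries gave 49.1% to 51.1%. It was 49.6% at an adjusted p-value under 1e-05 and 47.0% with 1 region per scaffold. For *mll* in whole worms it was 100.0% with a minimum of 1, 99.5% with 0.5, 59.1% with 1 region per scaffold, 60.2% with separated libraries and 70.7% with limma. In X1 the *set1* share was 100.0% under an adjusted p-value under 1e-05, minimums of 1 and 0.5 and an enrichment of at least 2, and the *mll* share was 98.1%, 100.0% and 99.6% under the first 3 of these.

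Median log2 changes grew with limma calls, to -0.18 and 0.14 for *set1* and -0.24 and 0.13 for *mll* in whole worms, and to -1.85 for regions lower in X1 than in Xins, which were at -1.14 with a count of at least 20. The length difference in X1 reversed to 100 bases at an adjusted p-value under 1e-05 (permutation test, adjusted p = 0.368) and was 0 with a minimum of 1. In whole worms it was -100 with 1 region per scaffold and 0 with a minimum of 0.5. The overlap of lowered whole-worm lists was 39.4% of *set1* and 55.1% of *mll* regions with overlap of at least 50% of the shorter region, 31.7% and 52.4% at an adjusted p-value under 1e-05, 15.2% and 24.8% with limma, and 0 and 0 with a minimum of 0.5.

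The association over X1 and Xins regions was lost with limma (odds ratio 1.15). The *mll* whole-worm compartment reversed with overlap of at least 50% (odds ratio 0.911) and lost the threshold with a count of at least 20 (1.28), a minimum of 0.5 (1.92) and limma (1.17). The difference between *set1* and *mll* lost it with regions within 1000 bases (1.61). A minimum of 1 left no *set1* whole-worm region and gave no value there, lists under 10 regions gave no length test, and 2 by 2 tables with a margin under 5 gave no alternative. Directions from merged counts were not run, since the tables hold normalized values. On simulated data with the levels of the *set1* X1 table, 6.52% of changes of 0.3 were recovered. The simulation gave all regions the same spread, so it shows a limit set by that spread and not by depth.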

Other observations

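Chosen after the result had been seen were the tests of a floor in the p-values and of lists of opposite direction. Many whole-worm regions with near-equal counts had p-values near the smallest of their table. Small differences measured with deep counts do not explain this, since 53.0% of the *set1* regions with a deposited p below 1e-08 and recovered reads (3313 of 6255) had a p of 0.05 or more when counting error alone was allowed for. A candidate explanation is a numerical floor of the deposited p that grows with the summed count. Among the same regions, p divided by the summed count lay within 1.5-fold of its median at 76.9%, against 12.1% in the *set1* X1 table. If so, small p-values in the whole-worm tables may not mark changed regions, and no biological explanation was tested.

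The lowered *set1* and *mll* lists met over the X1 and Xins regions more often than independent lists would. The odds ratio depended on signal strength, at 19.2 in the lowest of 5 strata of count and 2.40 and 2.71 in the highest pair. Signal strength was not the whole cause, as every stratum stayed above 2 and the odds ratio pooled over strata was 3.67 (Mantel-Haenszel). Listing in a whole-worm table whatever the direction is a candidate explanation, since *set1* lower with *mll* higher had an odds ratio of 8.78 and *set1* higher with *mll* lower 4.37, against 4.73 for both lower and 4.60 for both higher. With limma calls the lists of like direction no longer met more often (1.15 and 1.08), while those of opposite direction did (4.10 and 2.84). Listing whatever the direction may thus account for the association of the lowered lists, but not for the excess of opposite directions among limma calls.

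Lowered *set1* regions lay farther from gene starts than lowered *mll* regions. In X1 38.3% of 553 *set1* regions and 92.2% of 283 *mll* regions lay within 200 bases of a gene start (Fisher's exact test, odds ratio 0.0524, adjusted p = 3.75e-56). In whole worms the shares were 69.8% and 88.9%, and in Xins 78.3% and 83.3% (adjusted p = 1.0). In X1 a further 300 *set1* and 11 *mll* regions lay 200 to 1000 bases from a gene start. Most *set1* regions beyond 200 bases were thus still within 1000 bases. Region length was not the whole cause of the difference at 200 bases. Within 5 strata of length its odds ratio in X1, *mll* over *set1*, was 16.0. Regions higher in X1 lay away from gene starts in general, with 47.4% of those that overlapped no lowered *set1* X1 region within 200 bases, against 82.0% of the regions higher in Xins. This position may be part of the cause, but not all of it, as the share was 32.9% of the 137 that overlapped a lowered *set1* X1 region (Fisher's exact test against the other regions higher in X1, p = 0.00193). These names rest on reading the table as X1 over Xins. Read the other way, the first shares would belong to regions higher in Xins and the 82.0% to regions higher in X1.

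Lowered *set1* regions in whole worms also lay beside higher regions more often than lowered *mll* regions did. Over all listed regions 66.8% of the lowered *set1* regions and 18.4% of the lowered *mll* regions lay within 1000 bases of a higher region (odds ratio 8.92), and among regions called by limma 14.8% and 1.25% did (odds ratio 13.7, Fisher's exact test, p = 3.44e-51). More *set1* than *mll* regions were called higher in all (1300 against 564), which raises the chance of such a neighbour for *set1* and was not corrected for. A loss of H3K4me3 at the edges of marked stretches was weighed for the distance from gene starts. It predicts level neighbours rather than higher ones. Whether scaling between libraries made level neighbours look higher was not tested, so these values do not decide the matter. A loss at edges stays open, since regions without a change were not analysed here.

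Where limma called both whole-worm regions of an overlapping pair, *set1* and *mll* changes were more often opposite than alike. No single library decided this, since the odds ratio of shared direction was at most 0.528 when each of 8 libraries was left out. Each knockdown had its own controls according to the labels. Other technical explanations and a biological one were not tested.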
